A study of Mus musculus with 17 samples. Its data were reported in "Lmo2 expression defines tumor cell identity during T‐cell leukemogenesis" (2018).

How the data were processed

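RNA from 17 mouse samples was measured on Affymetrix Mouse Gene ST arrays, which carry probe sets along the whole length of each transcript. The samples fell into 3 groups by their labels: bone marrow of control nude (nu/nu) mice (4 arrays), bone marrow of leukemic Sca1-Lmo2+nu/nu mice (3 arrays) and thymus of Sca1-Lmo2 mice with T-cell acute lymphoblastic leukemia, T-ALL (10 arrays). For the control arrays the source label and the description say thymus, while the title, the tissue label and the series design say bone marrow. They were taken as bone marrow. Their values argue against a thymus like that of the T-ALLs: neutrophil, erythroid and T-cell identity genes averaged 12.16, 11.29 and 7.10 in log2 signal. The means were 12.23, 10.11 and 7.78 in the nu/nu leukemia marrow and 6.63, 6.79 and 10.88 in the T-ALL thymus. The series holds no thymus of control nu/nu mice to compare. All 10 thymus arrays were re-used from another series, so tissue, nude background and any batch of the thymus arrays coincide with that group and cannot be told apart from it. The thymus tumors were not sorted before RNA was extracted, per the study's methods; whether the marrow cells were is not given in the sources used here. The titles call the arrays of each group biological replicates, without naming the mice, so p-values measure the spread between these replicates.

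The deposited values are log2 signals that the authors made with the robust multi-array average (RMA) of the oligo package, which corrects background, quantile-normalizes the arrays and summarizes the probes of each probe set. The version of oligo is not given in the sources used here. The file held 35556 probe sets with 0 missing values, 0 pairs of arrays had identical values, and 0 per-sample columns were left unused. The array medians were 6.70, 6.73, 6.77 and 6.73 in controls 1 to 4, 6.68, 6.76 and 6.67 in nu/nu leukemias 1 to 3, and 6.75, 6.72, 6.65, 6.72, 6.79, 6.67, 6.73, 6.70, 6.73 and 6.72 in T-ALLs 1 to 10. The values were used as deposited, without further scaling or centering. Scanner files were not used here, so other background corrections and blocks by slide or scan date could not be tried, and whether a signal lies above background is not known per probe set. The number of arrays limits the precision.

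Probe sets were named with the platform annotation, in which 23410 of them were listed: 21789 with 1 symbol and 1621 with several, while 12146 were not listed and are unnamed here. Of the single-symbol probe sets, 21698 matched a RefSeq gene of GRCm38.p6 by Entrez number, and 0 symbols changed. That table gave names and the order of neighboring genes, not coordinates. Each gene was represented by its probe set with the highest mean over the 17 arrays, and 999 of the 19938 genes tested had more than 1 probe set. What part of Lmo2 its probe set covers is not known, so transcripts of the transgene, which carries mouse Lmo2 cDNA, and of the endogenous gene cannot be told apart. Several list members that had no single-symbol probe set were not analysed here.

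Each pair of groups was compared with limma (lmFit and eBayes, version 3.58.1, R 4.3.3) on the arrays of that pair, with Benjamini-Hochberg adjustment over the 19938 genes and a threshold of 0.05. The study's methods name a SAM test between pairs of groups; a SAM-type statistic with 1000 permutations was run as an alternative. All adjusted p-values in the text are from limma unless another tool is named. Differences are log2 values of the first group minus the second, with the standard error (SE) of the fit, and group values are means ± SD.

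The tests, the samples in each fit, the gene lists and the rule for named genes were chosen before the data were examined. Named genes were Lmo2; per comparison, the 10 largest rises and 10 largest falls among genes past the threshold whose groups did not overlap, leaving out predicted and unnamed transcripts, small RNAs, olfactory and vomeronasal receptors and immunoglobulin and T-cell receptor segments, which were counted as families; of each list, up to 4 members with the largest moderated statistic; and Notch1, Myc, Lyl1, Fbxw7, Cyld, Cdkn1b, Cdkn2a, Bcl11b, Cdh11, Cd1d1, Septin6 (the study's Sept6) and Hspa1l. One item of this rule is not reported here. Any other gene in the text is said to have been chosen after its values were seen.

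The 29 gene lists were written from general knowledge and from genes the study names. They are T-cell identity, V(D)J recombination, B-cell lineage, plasma cell, neutrophil, monocyte and macrophage, erythroid, megakaryocyte and platelet, mast cell with basophil and eosinophil, dendritic and plasmacytoid, natural killer (NK) and cytotoxic lymphocyte, stem and progenitor, Lmo2 complex and reported Lmo2 targets, genes high and genes low in early T-cell precursor (ETP) ALL, Hallmark Notch signaling, Notch targets in T-ALL, Myc targets and ribosome biogenesis, proliferation, pluripotency, T-ALL oncogenes, T-ALL tumor suppressors, genes the study found mutated in the nu/nu leukemias, thymic epithelium, marrow stroma and endothelium, interferon response, immediate early genes of handling stress, MHC class II, and sex-linked genes as a check. Lists share members: 17 of the 19 measured ETP-ALL low genes are also T-cell identity genes, and of the 23 ETP-ALL high genes 10 are stem and progenitor genes and 7 belong to the Lmo2 list.

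Lists were tested with limma's camera, which asks whether a list moves more than the other genes, with a preset correlation of 0.01 between members and adjustment over the 29 lists. Camera with an estimated correlation and fry, which asks whether the members move one way on balance without reference to other genes, were run beside it, as was a preranked enrichment on the signal-to-noise ratio (fgsea 1.28.0, 1000 permutations). Members past the threshold were counted over all genes and with p adjusted over the list alone.

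Alternatives were quantile normalization over the arrays used, median centering, a filter removing the dimmest 30 percent of genes (13956 left), the mean of a gene's probe sets, each probe set on its own, all 17 arrays in 1 fit, eBayes with trend and robust options, array weights, the SAM-type statistic, thresholds of 0.10 and 0.01, the replicate number as a block, and each marrow array left out in turn. Comparisons that share a group were set against 100 simulations without effects and against the overlap of independent lists. Other splits of the arrays were counted, 35 for the marrow comparison and 100 drawn for each of the others. The test for a smaller share of erythroid and B cells first used only the T-cell genes that rose, which favors a difference, and was redone over all 27 with the standard error of medians, then against 7 lists of other cell types, where at least 2 had to differ over the genes and over the arrays; each form was set after earlier values were seen. The test of each nu/nu array for cells like those of T-ALL was added after the first result was seen.

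The scripts were tested on simulated data in which 200 of 19938 genes were shifted. At a log2 shift of 1, limma recovered 83 of 100 shifted genes in the design of 3 nu/nu leukemias against 4 controls, 85 in that of nu/nu leukemias against T-ALLs and 90 in that of T-ALLs against controls. At a shift of 2 it recovered 99, 98 and 97 of 100, and it called 10, 6 and 10 unshifted genes. A list shifted by 0.5, ETP-ALL high, was recovered by camera in each design, while 4, 4 and 3 lists that were not shifted as such also passed. The shifted list shares 10 members with the stem and progenitor list, 7 with the Lmo2 list, 7 with T-ALL oncogenes and 2 with neutrophil genes. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.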

Results

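Expression arrays were collected from 3 groups of mouse tissue to compare leukemias that arose with and without a thymus. Nude (nu/nu) mice lack a functional thymus because Foxn1, a transcription factor of thymic epithelium, is inactive. In Sca1-Lmo2 mice the regulatory region of Ly6a (Sca1), active in hematopoietic stem and progenitor cells, drives Lmo2, a LIM-only cofactor of blood cell transcription complexes and an oncogene of human T-ALL. The groups were bone marrow of control nu/nu mice (n = 4), bone marrow of leukemic Sca1-Lmo2+nu/nu mice (n = 3, nu/nu leukemia in the following) and thymus of Sca1-Lmo2 mice with T-ALL (n = 10). The first principal component held 70.6% of the variance and placed all 7 marrow arrays between -76.6 and -64.7 and all 10 thymus arrays between 38.1 and 57.7. Across the 19938 genes, which are not independent replicates, Pearson's r was 0.992 to 0.995 between control arrays, 0.981 to 0.988 between nu/nu leukemias and 0.964 to 0.987 between thymic T-ALLs. It was 0.962 to 0.990 between nu/nu leukemia and control marrow, and 0.872 to 0.913 between nu/nu leukemia and T-ALL.

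The targeted gene was examined first. Lmo2 had a log2 signal of 11.48 ± 0.31 (SD, n = 3) in nu/nu leukemia, 11.47 ± 0.04 (n = 4) in control nu/nu marrow and 9.65 ± 0.41 (n = 10) in thymic T-ALL. It was 1.83 ± 0.24 (SE) higher in nu/nu leukemia than in T-ALL, or 3.56-fold (adjusted p = 6.6e-05), and the 3 nu/nu arrays lay above all 10 T-ALL arrays. Nu/nu leukemia and control marrow differed by 0.01 ± 0.14 (adjusted p = 0.987), and control marrow exceeded T-ALL by as much, with a T-ALL minus control difference of -1.83 ± 0.20 (adjusted p = 3.79e-06). Lyl1, a basic helix-loop-helix factor that joins Lmo2 in transcription complexes, had signals of 10.48 ± 0.45, 10.76 ± 0.13 and 8.11 ± 0.46 in the same order. It was higher in nu/nu leukemia than in T-ALL by 2.37 ± 0.28 (adjusted p = 2.55e-05) and not different from control marrow by the test (-0.27 ± 0.20, adjusted p = 0.546).

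**Figure D1:**
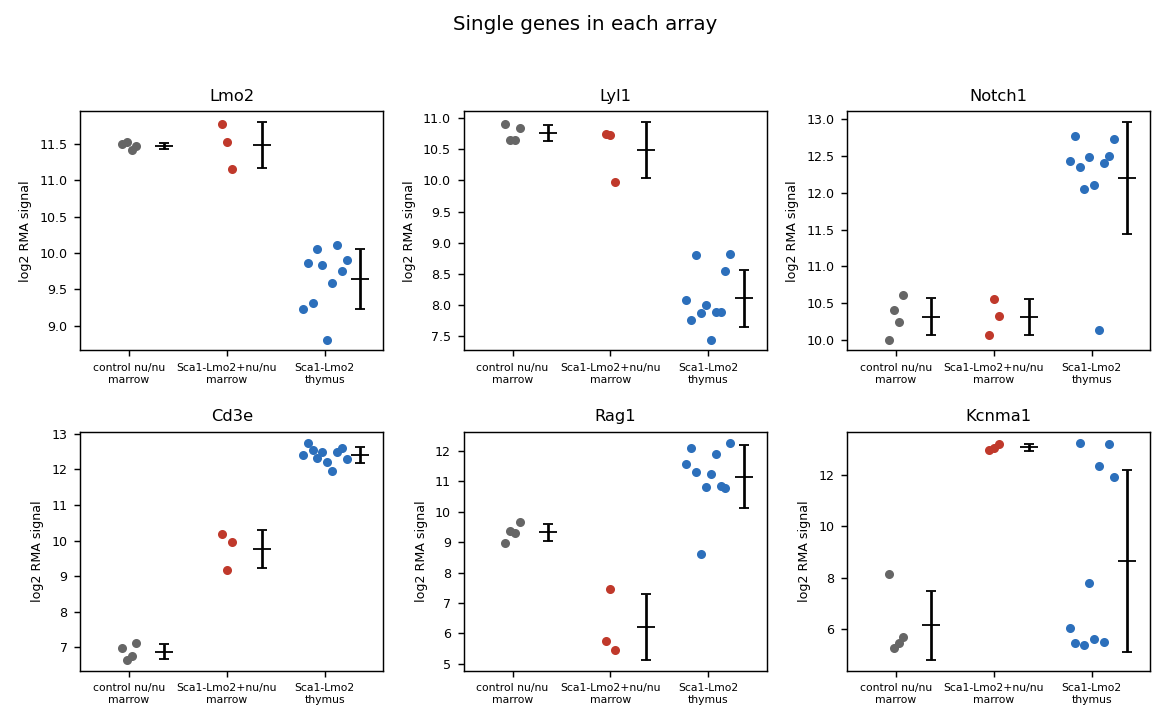
Log2 signal (vertical axes) of Lmo2, Lyl1, Notch1, Cd3e, Rag1 and Kcnma1 in each array of control nu/nu marrow, nu/nu leukemia and Sca1-Lmo2 thymic T-ALL; points are arrays and black marks are means ± SD. Lmo2 averages 11.47, 11.48 and 9.65 in these groups, and Kcnma1 averages 6.16, 13.08 and 8.66.

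The first comparison asked how nu/nu leukemia differed from the marrow of control nu/nu mice. The genes Cd3e and Cd3g were higher, and the erythroid and B-cell lineage lists were lower, though both list calls were lost with an estimated correlation (camera adjusted p = 0.279 each). Cd3e and Cd3g, which encode signaling chains of the T-cell receptor complex, rose by 2.89 ± 0.24 and 3.25 ± 0.45 (log2 ± SE, n = 3 and 4), from signals of 6.88 ± 0.22 and 6.90 ± 0.24 to 9.76 ± 0.53 and 10.15 ± 1.06. The erythroid genes Tspo2, Hemgn and Tspan33 were lower by -1.77 ± 0.17, -1.36 ± 0.13 and -1.62 ± 0.18, and Sptb, a chain of the red-cell membrane skeleton, fell with them (adjusted p = 0.00743). The B-cell receptors Fcer2a (CD23) and Cr2 (CD21) fell by 2.73 ± 0.20 and 1.97 ± 0.27, and Rag1, a recombinase of antigen receptor genes, fell by 3.12 ± 0.46. Adjusted p-values of these genes lay between 0.00610 (Cd3e and Fcer2a) and 0.0163 (Rag1). The call of Cd3g was lost without control 3 (adjusted p = 0.0508), and that of Rag1 without control 3 (0.0575) or control 4 (0.0516).

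In all, 897 of 19938 genes changed between nu/nu leukemia and control marrow (4.50%), 294 higher and 603 lower in leukemia, and of those beyond 2-fold 55 were higher and 227 lower. The groups did not overlap in 3537 genes (17.7%, where chance gives 5.71%). The count fell when single arrays were left out: it was 352 without control 1, 498 without control 2, 297 without control 3, 405 without control 4 and 542 without nu/nu leukemia 1, and it was 1423 without nu/nu leukemia 2. With the threshold at 0.01 it was 134, and with all 17 arrays in 1 fit it was 925, of which 530 were among the 897.

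Kcnma1, the pore-forming subunit of the calcium-activated BK potassium channel, had the largest rise among the genes named by the rule, 6.92 ± 0.67 or 121-fold (adjusted p = 0.00734), from 6.16 ± 1.34 (n = 4) to 13.08 ± 0.13 (n = 3). Control 1, at 8.16, stood apart from the other controls (5.28 to 5.72), and without it the rise was 7.58. With all 17 arrays in 1 fit its adjusted p was 0.0756, and with its probe sets averaged the rise was 3.42. Gzmb, a granule protease of cytotoxic lymphocytes, rose by 3.02 ± 0.41 (adjusted p = 0.0130) and Mlkl, the pore-forming effector of necroptosis, by 2.13 ± 0.20 (0.00669). The eosinophil-type ribonuclease Rnase2a rose by 2.97 ± 0.36 (0.00995), the matrix protein gene Olfml2b by 2.57 ± 0.23 (0.00610), AI506816 by 3.75 ± 0.60 (0.0201), AW112010 by 2.36 ± 0.37 (0.0184) and the chemokine gene Ccl8 by 2.03 ± 0.37 (0.0284). The calls of AI506816 (highest adjusted p = 0.0680, without control 3; also lost without control 1 or nu/nu leukemia 1), AW112010 (0.0621, without control 3; also without control 1, control 4 or nu/nu leukemia 1) and Ccl8 (0.0905, without control 3; also without control 1, 2 or 4 or nu/nu leukemia 2) were lost when 1 array was left out.

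Among the largest falls in nu/nu leukemia were Cpm, a membrane carboxypeptidase (-2.99 ± 0.33, adjusted p = 0.00815), Myl4, a myosin light chain (-2.71 ± 0.37, 0.0129), Ifi214 (-2.70 ± 0.29, 0.00794) and Cecr2, a chromatin remodeling factor (-2.61 ± 0.30, 0.00941). Vpreb3, which takes part in pre-B-cell receptor assembly, was lower by -3.72 ± 0.65 (0.0247), Niban3 by -3.06 ± 0.50 (0.0213), Bach2, a transcriptional repressor of B and T lymphocytes, by -2.80 ± 0.45 (0.0202) and Ly6d, a surface marker of early B-lineage cells, by -2.68 ± 0.55 (0.0438). Without any 1 of controls 1 to 4 or nu/nu leukemia 1 the calls of Vpreb3, Niban3 and Bach2 were lost (adjusted p up to 0.0791, 0.0735 and 0.0712), and that of Ly6d was lost without any 1 of controls 1 to 4 or nu/nu leukemia 2 (up to 0.121), and with all 17 arrays in 1 fit (0.150). Of 11 immunoglobulin segments 5 fell, Igha (-3.96 ± 0.39), Ighm (-2.92 ± 0.60) and 3 kappa variable segments, named after their values were seen. Of 10 T-cell receptor segments 1 rose, Trgv1 (2.82 ± 0.56, adjusted p = 0.0393), and of 1196 olfactory and vomeronasal receptors 1 rose, Vmn2r96, and 1 fell, Olfr419, all likewise chosen after their values were seen.

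**Figure D2:**
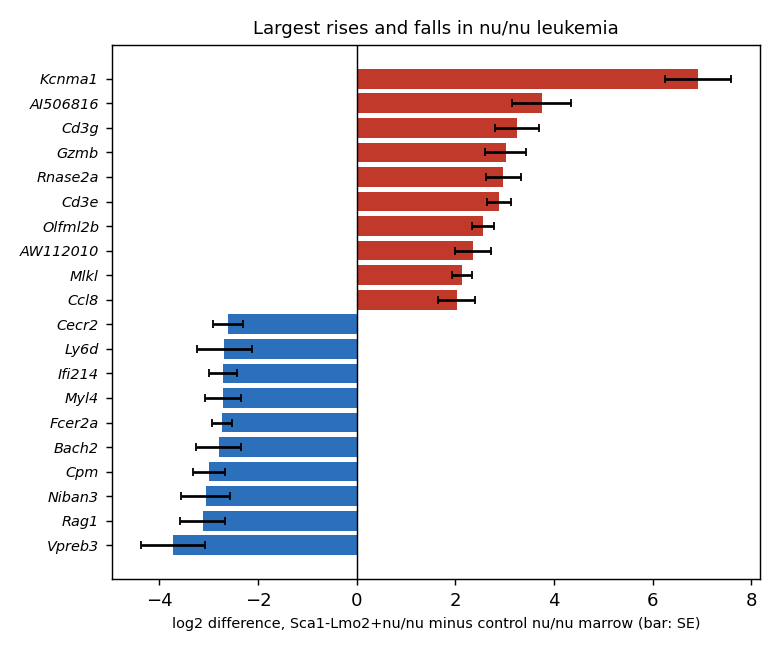
Log2 difference (horizontal axis, nu/nu leukemia minus control nu/nu marrow) of the 10 genes with the largest rise and the 10 with the largest fall by the rule for named genes; bars are differences and error bars SE (n = 3 and 4). Kcnma1 has the largest rise, 6.92, and Vpreb3 the largest fall, -3.72.

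The T-cell identity list rose between control marrow and nu/nu leukemia: 6 of 27 measured members were higher and 1 lower (16 and 1 adjusted over the list alone), with a median difference of 0.56 (camera adjusted p = 1.02e-07; adjusted p = 0.296 with an estimated correlation). Besides Cd3e and Cd3g, the members that rose were Cd28, a costimulatory receptor (1.70 ± 0.20, adjusted p = 0.00953, and 0.0554 with all 17 arrays in 1 fit), and Cd4 (1.13 ± 0.20, 0.0270), Cd27 (0.97, 0.0455) and Zap70 (0.92, 0.0342), the last 3 named after their values were seen. Whether the calls of Cd4, Cd27 and Zap70 hold when an array is left out was not examined. Lef1, a transcription factor of early T and B lymphocytes, fell by 2.28 ± 0.31 (0.0129). The list mean was 7.78 ± 0.31 in nu/nu leukemia, 7.10 ± 0.04 in control marrow and 10.88 ± 0.30 in thymic T-ALL. ETP-ALL low genes, of which 17 of 19 are also on the T-cell identity list, had 5 higher and 3 lower members (12 and 3 adjusted over the list alone) and a median of 0.68 (adjusted p = 6.42e-05; adjusted p = 0.279 with an estimated correlation and 0.0586 by preranked enrichment). The 5 were Cd3e, Cd3g, Cd28, Cd4 and Zap70, and the 3 were Lef1, Rag1 and Rag2. All 3 V(D)J recombination genes were lower, 2 past the threshold over all genes and 3 adjusted over the list alone (adjusted p = 0.000383; adjusted p = 0.279 with an estimated correlation). Rag2, the partner of Rag1, fell by 1.49 ± 0.24 (adjusted p = 0.0214, and 0.370 with all 17 arrays in 1 fit), while Dntt, the template-independent polymerase of junctional diversity, had -1.91 ± 0.47 (0.0716). Rag1 lost its call without control 3 (0.0575) or 4, Rag2 without control 3 (0.0687) or 4 or nu/nu leukemia 1 or 3, and Cd3g without control 3 (0.0508).

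Erythroid genes fell as a list, with 19 of 21 members lower and 0 higher (20 and 0 adjusted over the list alone), a median of -1.40 and list means of 11.29 ± 0.05 in control marrow and 10.11 ± 0.31 in nu/nu leukemia (adjusted p = 2.57e-21; adjusted p = 0.279 with an estimated correlation). The B-cell lineage list had 9 of 25 members lower and 0 higher (21 and 0 adjusted over the list alone), a median of -2.04 and means of 10.11 ± 0.20 and 8.18 ± 0.77 (adjusted p = 4.23e-17; adjusted p = 0.279 with an estimated correlation). Besides Rag1, Fcer2a, Cr2, Cecr2 and Vpreb3 it held Fcrla, an Fc receptor-like protein of B cells (-2.24 ± 0.32), whose call was lost without control 3 (adjusted p = 0.0508), as was that of Rag1 (0.0575, and 0.0516 without control 4); Vpreb3 was lost without any 1 of controls 1 to 4 or nu/nu leukemia 1 (up to 0.0791). Plasma cell genes had 2 of 8 members lower (3 adjusted over the list alone), Sdc1 and Tnfrsf17 with -0.38 each, and a median of -0.45 (adjusted p = 0.0214; adjusted p = 0.444 with an estimated correlation). The plasma cell call was lost without control 1 (0.0561), control 4 (0.0818) or nu/nu leukemia 2 (0.248), and with all 17 arrays in 1 fit (0.0736). Sdc1 lost its call without each of the 7 arrays (up to 0.133), and Tnfrsf17 without each except nu/nu leukemia 2 (up to 0.118). Megakaryocyte and platelet genes had 1 of 11 members lower (1 adjusted over the list alone), Gfi1b, a repressor of the erythroid and megakaryocyte lineages (-1.05 ± 0.16), and a median of -1.10 (adjusted p = 0.000184; adjusted p = 0.494 with an estimated correlation). Gfi1b lost its call without control 4 (0.0517) or nu/nu leukemia 1 (0.0525). The megakaryocyte list mean was 10.17, 8.58, 9.78 and 8.51 in controls 1 to 4 and 8.32, 7.89 and 8.41 in nu/nu leukemias 1 to 3, so that controls 1 and 3 stood well above controls 2 and 4.

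Of the Lmo2 complex and reported targets, 5 of 16 fell and 0 rose (1 higher and 7 lower adjusted over the list alone), with a median of -0.20 (adjusted p = 0.000324; adjusted p = 0.390 with an estimated correlation and 0.103 by preranked enrichment). They were Tal1 (-1.18 ± 0.19), the E proteins Tcf3 (-0.91 ± 0.13) and Tcf12 (-0.63 ± 0.10), Gfi1b and the erythroid factor Nfe2 (-0.41, adjusted p = 0.261 with all 17 arrays in 1 fit). Each of these calls was lost without 1 array: Tal1 without control 1, 2 or 4 or nu/nu leukemia 1 (adjusted p up to 0.0618), Tcf3 without control 3 (0.0513), Tcf12 without control 1, 3 or 4 (up to 0.0619), Gfi1b without control 4 or nu/nu leukemia 1 (up to 0.0525) and Nfe2 without control 2, 3 or 4 or nu/nu leukemia 1 or 3 (up to 0.0922). Notch targets in T-ALL had 3 of 15 members lower and 0 higher (5 and 0 adjusted over the list alone) and a median of -0.16 (adjusted p = 0.00371; adjusted p = 0.366 with an estimated correlation, and 0.149 with all 17 arrays in 1 fit). The 3 were the interleukin receptor genes Il7r (-2.38 ± 0.30) and Il2ra (-2.06 ± 0.30) and the pseudokinase gene Trib2 (-2.20 ± 0.28). Il2ra lost its call without control 1 (0.0535) or 3, and with all 17 arrays in 1 fit (0.517). Notch1 itself had 10.31 ± 0.25 in both groups (adjusted p = 0.994). Of 31 proliferation genes 3 fell and 0 rose (11 and 0 adjusted over the list alone), E2f1, Rrm2 and Mki67, with a median of -0.29 (adjusted p = 2.91e-09; adjusted p = 0.444 with an estimated correlation). Mki67, which marks cycling cells, fell by 0.41 ± 0.09 (adjusted p = 0.0441), and its call was lost without each array except nu/nu leukemia 2 (up to 0.125). Rrm2 (-0.40) lost its call without each of the 7 arrays (up to 0.110), and E2f1 (-0.51) without control 1, 2 or 3 or nu/nu leukemia 2 or 3 (up to 0.0874). Marrow stroma and endothelium genes had a median of -0.67 with 0 of 16 members past the threshold, over all genes or adjusted over the list alone (camera adjusted p = 1.39e-05; adjusted p = 0.444 with an estimated correlation and 0.0999 by fry). Cxcl12 and Sparc had -1.68 and -1.61 (limma adjusted p = 0.105 and 0.118). The stroma list mean was 8.00, 6.95, 7.42 and 6.85 in controls 1 to 4 and 6.64, 6.56 and 6.49 in nu/nu leukemias 1 to 3, again highest in controls 1 and 3.

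In all, 11 of 29 lists passed in the comparison with control marrow, 2 upward and 9 downward, 0 passed with an estimated correlation and 8 passed by fry. Of the 11, plasma cell (fry adjusted p = 0.0954), megakaryocyte (0.145), proliferation (0.0954) and stroma (0.0999) did not pass by fry. The mutated-gene list, which did not pass by camera, passed by fry (0.0294). Besides the arrays left out, other processing settings ended the calls of Kcnma1, Cd28, Rag2, Il2ra, F13a1, Axl, Rb1, Ccl8, Ly6d, Sdc1, Tnfrsf17, Nfe2, Myb, Aph1a, Maml2, Dtx4, Psen2, Npm1, Tfrc, E2f1, Rrm2 and Mki67, with adjusted p between 0.0501 (E2f1, array weights) and 0.647 (F13a1, all 17 arrays in 1 fit). The threshold of 0.01 ended 42 of the 57 calls of named genes, and the replicate number as a block ended all 57.

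The other lists did not pass by camera in this comparison. Neutrophil genes were close to level, with a median of 0.08, means of 12.23 ± 0.14 in nu/nu leukemia and 12.16 ± 0.12 in control marrow and 0 of 22 members past the threshold, over all genes or the list alone (adjusted p = 0.362). Of 21 monocyte and macrophage genes 2 rose and 1 fell (3 and 3 adjusted over the list alone; adjusted p = 0.858): Ccr2, a chemokine receptor of monocytes (1.63 ± 0.25), F13a1 (0.82 ± 0.11) and the receptor kinase Axl (-0.98 ± 0.13), where the median was -0.05 and the mean and the test were positive. Ccr2 lost its call without control 4 (0.0537) or nu/nu leukemia 1, and F13a1 and Axl with all 17 arrays in 1 fit (0.647 and 0.174). NK and cytotoxic genes had 1 of 14 higher, Gzmb, and 1 lower, Ncr1, an activating receptor of NK cells (-1.98 ± 0.31; lost without nu/nu leukemia 1, 0.0543), and 5 and 1 adjusted over the list alone (adjusted p = 0.142). Stem and progenitor genes had 1 of 26 higher and 3 lower, Tal1, Nfe2 and Myb (2 and 3 adjusted over the list alone; adjusted p = 0.412), and ETP-ALL high genes had 1 of 23 higher and 0 lower (1 and 0 adjusted over the list alone), with a median of 0.01 and a mean of 0.09 (adjusted p = 0.472). The member that rose in both was Flt3, a receptor kinase of progenitors (0.85 ± 0.14, adjusted p = 0.0227), whose call was lost without any 1 of controls 1 to 4 or nu/nu leukemia 3 (up to 0.0703).

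Hallmark Notch genes had 3 of 32 higher, Psen2, Aph1a and Dtx4, and 1 lower, Maml2 (6 and 2 adjusted over the list alone; adjusted p = 0.384). Each of these 4 calls was lost without single arrays: Psen2 without control 1, 2 or 4 or nu/nu leukemia 1 (adjusted p up to 0.0577), Aph1a without control 1, 3 or 4 or nu/nu leukemia 1 or 3 (up to 0.0618), Dtx4 without each array except nu/nu leukemia 2 (up to 0.106) and Maml2 without any 1 of controls 1 to 4 (up to 0.0738). Myc targets had 1 of 29 higher, Npm1, and 2 lower, Odc1 and Tfrc (2 and 2 adjusted over the list alone; adjusted p = 0.472). Odc1, the first enzyme of polyamine synthesis, had -1.06 ± 0.17, and its call was lost without control 1, 3 or 4 (up to 0.0640), while Npm1 and Tfrc lost theirs without each array except nu/nu leukemia 2 (up to 0.106 and 0.0989). T-ALL oncogenes had 3 of 23 lower, Il7r, Tal1 and Myb (1 higher and 3 lower adjusted over the list alone; adjusted p = 0.472), where Tal1 was lost without control 1, 2 or 4 or nu/nu leukemia 1 (up to 0.0618) and Myb without each array except nu/nu leukemia 2 (up to 0.130). T-ALL tumor suppressors had 2 of 16 lower (2 adjusted over the list alone; adjusted p = 0.362), Lef1 and the cell-cycle inhibitor Rb1 (-0.82 ± 0.07, adjusted p = 0.00610, and 0.0891 with all 17 arrays in 1 fit). Pluripotency genes had 1 of 22 higher (1 adjusted over the list alone), the growth factor gene Gdf3 (1.10 ± 0.16), and the median was -0.00 where the mean was 0.06 and the test positive (adjusted p = 0.771). Gdf3 lost its call without control 3 (0.0600) or 4. The 4 genes of the mutated-gene list had 0 past the threshold over all genes and 1 lower adjusted over the list alone, Cd1d1 (-0.57 ± 0.13, limma adjusted p = 0.0562 over all genes). That list was chosen by the study on such leukemias and is not independent evidence (adjusted p = 0.130).

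Dendritic and plasmacytoid genes had 1 of 13 lower, Ly6d (2 adjusted over the list alone; adjusted p = 0.362), whose call was lost without any 1 of controls 1 to 4 or nu/nu leukemia 2 (up to 0.121). By limma 0 members passed, over all genes or the list alone, among 13 mast cell, basophil and eosinophil genes (camera adjusted p = 0.472), 16 thymic epithelium genes (0.753), 15 interferon response genes (0.652), 8 MHC class II genes (0.472), 4 sex-linked genes (0.404) and 15 immediate early genes (0.753), the last with a median of 0.11, a mean of -0.01 and a negative test. Myc (0.08, adjusted p = 0.924), Cyld (0.31, 0.318), Cdkn2a (-0.15, 0.237) and Cdh11 (-0.42, 0.350) did not differ by the test.

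**Figure D3:**
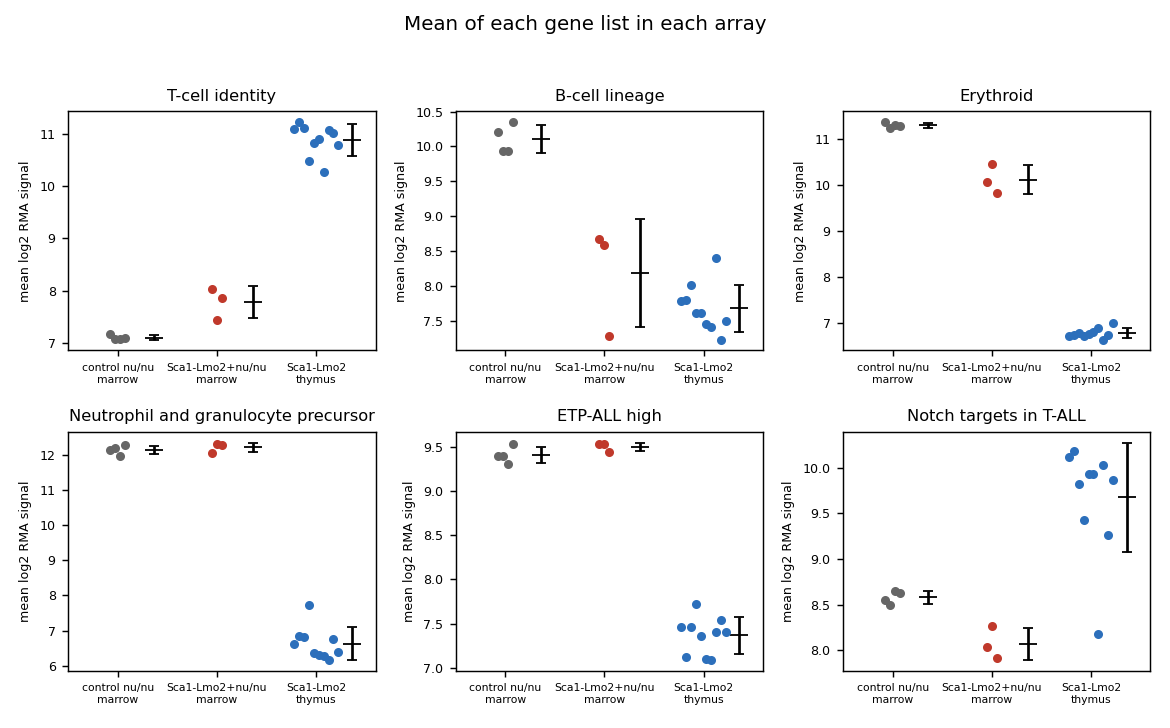
Mean log2 signal (vertical axes) of the T-cell identity, B-cell lineage, erythroid, neutrophil, ETP-ALL high and T-ALL Notch target lists in each array, by group; points are arrays and black marks are means ± SD. The T-cell identity mean is 7.10 in control marrow, 7.78 in nu/nu leukemia and 10.88 in thymic T-ALL.

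The second comparison asked how leukemia without a thymus differed from the thymic T-ALL of Sca1-Lmo2 mice. Myeloid and erythroid genes were higher and T-cell genes lower in nu/nu leukemia. Ly6g, a surface protein of neutrophils, was higher by 7.52 ± 0.21 (183-fold, adjusted p = 2.74e-11, n = 3 and 10), as were the neutrophil genes S100a9 (6.34 ± 0.39) and S100a8 (6.36 ± 0.66), which encode calprotectin, and the erythroid carbonic anhydrase Car1 (6.86 ± 0.13). In the T-ALLs Ly6g lay at 5.41 to 6.61, below the array medians. Whether that is above background is not known, so the fold is a ratio of signals only. Themis, a signaling protein of thymocyte selection, was lower by -4.97 ± 0.29 (adjusted p = 3.19e-08), Lef1 by -4.89 ± 0.35, Rag1 by -4.94 ± 0.64 and Camk4, a calcium-dependent kinase of thymocytes, by -4.60 ± 0.16 (1.61e-10). Bcl11b, a factor of T-cell commitment, was lower by -3.68 ± 0.20 (1.71e-08) and Notch1 by -1.89 ± 0.43 (0.00379).

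Between these groups 7188 genes changed (36.1%), 3108 higher and 4080 lower in nu/nu leukemia, and of those beyond 2-fold 1433 were higher and 983 lower. The groups did not overlap in 5377 genes (27.0%, where chance gives 0.699%). Tissue, nude background and any batch differ together between these groups and cannot be told apart, so the genes cannot be assigned to the leukemic cells or to other cells of the tissue. Without T-ALL 4, whose neutrophil list mean of 7.74 stood above the other T-ALLs (6.16 to 6.85), the count was 7132. Without T-ALL 7, whose Notch1 signal of 10.13 stood below the others (12.05 to 12.78), it was 7229, and both exclusions were chosen after the data were seen.

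The other large rises were Chil3 (6.94 ± 0.34), Mmp8 (6.92 ± 0.52), Ly6a2 (6.81 ± 0.46), Retnlg (6.67 ± 0.25), Ifitm6 (6.51 ± 0.55) and Ltf, lactoferrin of neutrophil granules (6.46 ± 0.30). The other large falls were Aqp11 (-5.08 ± 0.38), Arpp21 (-5.07 ± 0.21), Cym (-5.03 ± 0.56), Il12rb2 (-4.94 ± 0.31), Endou (-4.81 ± 0.24) and Dzip1 (-4.74 ± 0.17). Of the genes the study names, Myc was lower by -1.33 ± 0.27 (adjusted p = 0.00190), Septin6 by -1.47 ± 0.20 (9.22e-05) and Cd1d1 by -0.84 ± 0.18 (0.00253). Fbxw7 (-0.27, adjusted p = 0.203), Cyld (0.21, 0.183), Cdkn1b (0.00, 0.993), Cdkn2a (-0.42, 0.485), Cdh11 (-0.08, 0.673) and Hspa1l (-0.13, 0.122) did not differ by the test. The Cdkn2a difference includes T-ALL 7, whose signal of 9.55 stood apart from the other T-ALLs (7.00 to 7.56).

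All 22 neutrophil genes rose in nu/nu leukemia against T-ALL, over all genes and adjusted over the list alone, with a median of 5.84 (adjusted p = 7.60e-27), and Camp, an antimicrobial peptide of neutrophil granules, was higher by 6.15 ± 0.14. The mean of this list was also 12.16 ± 0.12 in control marrow. Erythroid genes had 20 of 21 higher and 0 lower (20 and 0 adjusted over the list alone), with a median of 3.27 (adjusted p = 3.47e-23), among them Rhag (6.27 ± 0.07) and the anion exchanger Slc4a1 (5.46 ± 0.18). Megakaryocyte and platelet genes had 10 of 11 higher (10 adjusted over the list alone; median 1.54, adjusted p = 3.39e-08), led by the platelet chemokine precursor Ppbp (4.75 ± 0.31), and mast cell, basophil and eosinophil genes 8 of 13 (8 adjusted over the list alone; median 2.47, adjusted p = 1.05e-07), among them Mcpt8 (5.02) and Prg2 (6.26). These 4 lists also passed with an estimated correlation. Monocyte and macrophage genes had 15 of 21 higher (16 adjusted over the list alone), with a median of 1.87, including Csf1r, the receptor for macrophage colony-stimulating factor (2.88 ± 0.25), and Ccr2 (4.74 ± 0.17; list adjusted p = 2.43e-08; adjusted p = 0.0993 with an estimated correlation).

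All 27 T-cell identity genes were lower in nu/nu leukemia than in T-ALL, over all genes and adjusted over the list alone, with a median of -2.93 (adjusted p = 2.84e-18, and 0.0158 with an estimated correlation). Thy1, a surface protein of thymocytes, fell by 4.07 ± 0.14, and the receptor kinase gene Zap70 and the receptor chain gene Cd247 had -3.01 and -3.35. The 3 V(D)J genes were all lower, Dntt by -4.31 ± 0.67 and Rag2 by -3.11 ± 0.72 (3 adjusted over the list alone; list adjusted p = 0.0188; adjusted p = 0.261 with an estimated correlation). Of B-cell lineage genes 11 of 25 rose and 3 fell (13 and 3 adjusted over the list alone), with a median of 0.99 (list adjusted p = 0.0190; adjusted p = 0.503 with an estimated correlation and 0.173 by preranked enrichment). The 3 that fell were Rag1, Dntt and Bst1, the last named after its values were seen. The call of the B-cell list was lost without nu/nu leukemia 1 (0.0966) or 2 (0.0545). NK and cytotoxic genes had 8 of 14 higher and 1 lower, Gzma (-2.67 ± 0.49; 8 and 1 adjusted over the list alone), with a median of 0.40 (adjusted p = 0.0102; adjusted p = 0.316 with an estimated correlation, 0.0760 by preranked enrichment and 0.0591 without the dimmest genes).

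ETP-ALL high genes, which are expressed in human leukemias of early T-cell precursors, had 19 of 23 members higher and 0 lower in nu/nu leukemia than in T-ALL (20 and 0 adjusted over the list alone), with a median of 2.23 (adjusted p = 5.39e-14, and 0.00868 with an estimated correlation). Csf3r, the receptor of granulocyte colony-stimulating factor, was higher by 4.66 ± 0.16, the myeloid surface protein Cd33 by 5.64 ± 0.27 and Cebpa, a factor of granulocyte differentiation, by 2.68 ± 0.13. The list mean was 9.50 ± 0.05 in nu/nu leukemia, 9.41 ± 0.09 in control marrow and 7.37 ± 0.21 in T-ALL. All 19 ETP-ALL low genes fell, over all genes and adjusted over the list alone (median -3.11, adjusted p = 4.76e-14, and 0.0171 with an estimated correlation). Stem and progenitor genes had 19 of 26 higher and 5 lower (20 and 5 adjusted over the list alone; median 0.71, adjusted p = 7.25e-08, and 0.00917 with an estimated correlation), among them Prom1 (2.96 ± 0.09) and the transcription factor genes Erg (2.55 ± 0.15) and Hhex (2.37 ± 0.12). The Lmo2 list had 10 of 16 higher and 5 lower (10 and 5 adjusted over the list alone; median 1.20, adjusted p = 0.0114; adjusted p = 0.159 with an estimated correlation and 0.213 by preranked enrichment), with Nfe2 higher by 3.85 ± 0.17 and Gata3, a T-cell factor, lower by -3.92 ± 0.23. The other 4 that fell were Tcf12 (-2.42 ± 0.13), Tcf3, Ldb1 and Gfi1, and the 5 lower stem and progenitor genes were Myb, Slamf1, Bmi1, Runx1 and Procr, of which all but Tcf12 and Myb were named after their values were seen.

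Notch targets in T-ALL had 11 of 15 members lower and 2 higher (12 and 2 adjusted over the list alone), with a median of -1.98 (adjusted p = 0.0190; adjusted p = 0.316 with an estimated correlation), among them Hes1, a direct target of Notch signaling (-3.24 ± 0.41). The 2 that rose were Igf1r (2.65 ± 0.52) and Lfng, the latter named after its values were seen. Heyl, of the same family and on the Hallmark list, was lower by -2.84 ± 0.53. Hallmark Notch genes had 13 of 32 higher and 9 lower (13 and 10 adjusted over the list alone; adjusted p = 0.158), where the median of 0.07 and the test were positive and the mean of -0.15 negative. Myc targets had 22 of 29 lower and 0 higher (24 and 0 adjusted over the list alone; median -0.93, adjusted p = 7.25e-08; adjusted p = 0.278 with an estimated correlation), among them the ribosome biogenesis genes Nolc1 (-1.21) and Utp20 (-1.10). T-ALL tumor suppressors had 8 of 16 lower and 0 higher (8 and 1 adjusted over the list alone; median -0.46, adjusted p = 0.00808, and 0.0299 with an estimated correlation), among them Lef1 and Bcl11b. T-ALL oncogenes had 10 of 23 higher and 5 lower (10 and 5 adjusted over the list alone; median 0.09, adjusted p = 0.0114; adjusted p = 0.159 with an estimated correlation and 0.327 by preranked enrichment), with Tal1 higher by 0.95 ± 0.10 and Myb lower by -1.27 ± 0.14. The other 4 that fell were Myc, Notch1, Notch3 and Il7r, the last 2 named after their values were seen. Immediate early genes, which respond to handling of tissue, had 8 of 15 higher (8 adjusted over the list alone; median 0.60, adjusted p = 0.00414; adjusted p = 0.111 with an estimated correlation and 0.173 by preranked enrichment), among them Fos (1.81) and Zfp36 (1.82).

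In the comparison with T-ALL 19 of 29 lists passed by fry. They held Hallmark Notch (fry adjusted p = 0.000271) and the mutated genes (5.64e-05) but not the B-cell lineage list (0.0853). By camera 18 of 29 lists passed, 12 upward and 6 downward, and 9 passed with an estimated correlation. The lists that did not pass were pluripotency (3 of 22 higher and 3 lower, 3 and 2 adjusted over the list alone, adjusted p = 0.631), where the median was -0.01, the mean 0.00 and the test positive, proliferation (1 of 31 higher and 7 lower, 1 and 6 adjusted over the list alone, 0.187) and interferon response (7 of 15 higher and 1 lower, 8 and 1 adjusted over the list alone, 0.0751). Of the pluripotency genes Lin28a (1.19 ± 0.09), Klf4 (1.86 ± 0.17) and Gdf3 (1.52 ± 0.13) rose, and Tert (-1.45 ± 0.11), Tet1 (-2.09) and Dnmt3b (-0.61) fell, the last 2 named after their values were seen. The others were MHC class II (4 of 8 higher and 1 lower, the same adjusted over the list alone, adjusted p = 0.0751), plasma cell (2 of 8 higher and 1 lower, the same adjusted over the list alone, 0.390), dendritic and plasmacytoid (3 of 13 higher and 1 lower, the same adjusted over the list alone, 0.223) and marrow stroma and endothelium (2 of 16 higher and 1 lower, the same adjusted over the list alone, 0.187). In the dendritic list the median was 0.07 and the mean -0.03. Thymic epithelium had 3 of 16 higher and 2 lower (3 and 1 adjusted over the list alone, adjusted p = 0.890), with a median of -0.07, a mean of -0.05 and a positive test, and sex-linked genes had 0 of 4 past the threshold by limma, over all genes or the list alone (camera adjusted p = 0.882). The mutated genes, not independent evidence, had 2 of 4 lower (2 adjusted over the list alone; adjusted p = 0.0896), Cd1d1 and Septin6.

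Members of these lists moved apart. Of MHC class II genes H2-Aa (1.56), H2-Ab1 (1.30), H2-DMa (1.95) and Cd74 rose and H2-Oa (-2.01) fell, and without nu/nu leukemia 1 the calls of H2-Aa and H2-Ab1 were lost (adjusted p = 0.114 and 0.102). Siglech (1.91) and Irf8 (2.39), of plasmacytoid dendritic cells, and Itgax (0.91) rose and Ly6d (-3.25) fell, with Ly6d lost without nu/nu leukemia 3 (0.102). Of plasma cell genes Xbp1 (0.88) and Prdm1 (0.75) rose and Sdc1 fell. Of thymic epithelium genes Prss16 (0.54), Krt18 (0.55) and Ly75 (0.85) rose and Ccl25 (-0.95) and Cldn4 fell, with Krt18 lost without nu/nu leukemia 3 (0.0551) and Ly75 without nu/nu leukemia 2 (0.114) or 3 (0.0589). Of marrow stroma and endothelium genes Vwf (0.77) and Cxcl12 (0.60) rose and Pecam1 (-1.06) fell, where Cxcl12 had 0.40 without nu/nu leukemia 1 and an adjusted p of 0.114 with all 17 arrays in 1 fit. Of interferon response genes Rsad2 (2.91 ± 0.46) and Oasl2 (2.42) rose and Ifit2 (-1.63) fell, and the proliferation gene that rose was Cenpa. Cd74, Cldn4 and Cenpa were named after their values were seen.

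Thymic T-ALL was set against control nu/nu marrow to show how far the same tissues differ without the nu/nu leukemia. T-cell genes were higher and marrow lineage genes lower in T-ALL: Cd3e was higher by 5.53 ± 0.13 (adjusted p = 1.82e-13, n = 10 and 4), Notch1 by 1.88 ± 0.37 (0.000872) and Myc by 1.41 ± 0.19 (3.32e-05), while Ly6g was lower by -7.14 ± 0.19 and Rhag by -6.89 ± 0.05. Between these groups 8661 genes changed (43.4%), 5011 higher and 3650 lower in T-ALL, and the groups did not overlap in 5743 genes (28.8%, where chance gives 0.20%). ETP-ALL high genes had 19 of 23 members lower and 1 higher in T-ALL than in control marrow, with a median of -1.83. Of the 7188 genes that separated nu/nu leukemia from T-ALL, 6051 (84.2%) also separated control marrow from T-ALL in the same direction and 15 in the opposite one. Independent lists of these sizes would share 1594 in the same direction and 1528 in the opposite one. The 0 genes shared in simulations without effects decide nothing, since hardly any genes pass without effects. The covariance of the log2 differences was 0.698 (r = 0.919), where the shared T-ALL arrays alone gave 0.00760 (r = 0.257) in the simulations. With the odd T-ALL arrays used for nu/nu leukemia and the even ones for control marrow, the covariance was 0.687 (r = 0.891) and 4408 of 5317 genes were shared, and with the arrays exchanged it was 0.690 (r = 0.899) and 5013 of 6517.

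The last comparison asked which genes separated nu/nu leukemia from both other groups in the same direction. Gzmb, Rnase2a, Olfml2b and Mlkl were higher than in control marrow by 3.02 ± 0.41, 2.97 ± 0.36, 2.57 ± 0.23 and 2.13 ± 0.20, and higher than in T-ALL by 3.77 ± 0.71, 4.30 ± 0.43, 3.04 ± 0.16 and 3.18 ± 0.16. Rag1 and Lef1 were lower than in control marrow by -3.12 ± 0.46 and -2.28 ± 0.31, and lower than in T-ALL by -4.94 ± 0.64 and -4.89 ± 0.35. Without control 3 (adjusted p = 0.0575) or control 4 (0.0516), Rag1 did not pass against control marrow. In all, 301 genes passed in the same direction, 153 higher and 148 lower in nu/nu leukemia (33.6% of the 897), and 269 passed in opposite directions. Independent lists would share 45.8 higher and 123 lower genes, 169 in all, and would hold 154 in opposite directions. Both kinds exceeded that number, so the excess is not particular to the same direction. Both comparisons use the same nu/nu arrays, so their lists are not independent. Simulations without effects shared 0, which decides nothing, since hardly any genes pass without effects. The covariance of the differences was 0.0569 (r = 0.187), against 0.0253 (r = 0.664) in simulations, where only the shared nu/nu arrays link the comparisons. The count was 111 without control 1, 171 without control 2, 90 without control 3, 111 without control 4, 186 without nu/nu leukemia 1 and 487 without nu/nu leukemia 2. At a threshold of 0.01 it was 31, and with all 17 arrays in 1 fit it was 352 (235 higher and 117 lower), of which 159 were among the 301.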

Values the study reported

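The study reported leukemia in 8/10 Sca1-Lmo2+nu/nu mice. Exome sequencing of nu/nu leukemias gave 14 somatic alterations, among them Cdh11 in 1/5, Cd1d1 in 2/5, Sept6 in 2/5 and Hspa1l in 1/5 leukemias. In the thymic T-ALLs of Sca1-Lmo2 mice the study reported Notch1 single-nucleotide changes in 5/10 and Notch1 insertions or deletions in 5/10 tumors, gain of Myc in 8/12, loss of Bcl11b in 4/12 and loss of Cdkn2a/b in 2/12.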

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

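The tests of Kcnma1 below were chosen only after its values were seen. Single arrays that stood apart from the rest of their group were sought in 164 pairs of a group with a named gene or list mean, among groups of 4 to 10 arrays, and 29 were found, 9 list means and 20 genes. Chance gives about 1 in 20. Of the 29, 11 were in T-ALL 4, 6 in T-ALL 7 and 9 in control arrays.

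T-ALL 4 stood above the other T-ALLs in neutrophil genes and below them in V(D)J genes. Its neutrophil list mean was 7.74 (others 6.16 to 6.85), with Ly6g at 6.61 (5.41 to 6.04), Chil3 at 6.97 (5.12 to 6.01), Ifitm6 at 9.40 (6.10 to 7.41), Ltf at 8.01 (6.21 to 7.03), S100a8 at 9.91 (5.92 to 7.78) and S100a9 at 8.34 (6.03 to 7.15). Its V(D)J list mean was 7.34 (10.1 to 11.3), Rag1 was at 8.62 (10.8 to 12.3), Themis at 11.01 (11.50 to 12.03) and Cpm at 8.49 (5.54 to 7.02).

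T-ALL 7 stood below the other T-ALLs in Notch1, at 10.13 (others 12.05 to 12.78), in the mean of Notch targets in T-ALL, at 8.18 (9.26 to 10.18), and in the Hallmark Notch mean, at 8.33 (8.63 to 8.84). Its Lef1 was at 10.22 (11.53 to 12.16), its Camk4 at 9.47 (9.91 to 10.39), and its Cdkn2a, the locus of the Ink4a and Arf cell-cycle inhibitors, was above the others at 9.55 (7.00 to 7.56).

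T-ALL 5 had a marrow stroma and endothelium mean of 7.12 (6.38 to 6.63). T-ALL 8 had an immediate early mean of 8.41 (7.71 to 7.99) and AW112010 at 9.25 (5.93 to 7.28). Control 1 had a T-cell identity mean of 7.16 (7.08 to 7.09), a thymic epithelium mean of 6.60 (6.66 to 6.67), Rnase2a at 8.11 (7.61 to 7.69) and Bcl11b at 6.75 (7.21 to 7.27). Control 4 had a sex-linked mean of 5.04 (6.69 to 6.76), Cdkn1b at 11.17 (10.79 to 10.84) and Mmp8 at 12.93 (12.59 to 12.63). Control 3 had Il12rb2 at 6.50 (6.78 to 6.84).

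Kcnma1 was at 8.16 in control 1 (other controls 5.28 to 5.72), at 12.97, 13.04 and 13.22 in nu/nu leukemias 1 to 3, and from 5.40 to 13.26 in the T-ALLs, with 13.26, 12.35, 13.18 and 11.93 in T-ALLs 3, 7, 9 and 10. The tables argue against a shift of the whole region, since the 10 nearest measured genes had a median difference of 0.00347 between nu/nu leukemia and control marrow (2 standard errors of their values, 0.189), although Lrmda among them rose by 0.78 ± 0.08 (limma adjusted p = 0.00743). They also argue against the sex of the mice, since leukemias with male and with female patterns of sex-linked genes shared a log2 range of 7.77 in Kcnma1. Activation of Kcnma1 within leukemic cells is a hypothesis that stays open, as does a gain or rearrangement too small to include its neighbors. Neither was tested here.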

How the results depend on the processing

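SAM-type calls at a false discovery rate of 0.10 or 0.01, fits without T-ALL 4 or 7 and the replicate block for the shared genes were chosen only after the data were seen; the other settings were planned. No result reversed. The 897 genes against control marrow ranged from 791 to 1043 under normalization, probe set, dim filter and test settings, and were 1727 at a threshold of 0.10, 134 at 0.01 and 1907 by SAM-type calls at 0.10. With single arrays left out they ranged from 297 to 1423, where fewer arrays lower the power. The count rose without nu/nu leukemia 2, the leukemia nearest control marrow on the second principal component. It lay at -10.7, the other leukemias at -24.7 and -46.2 and the controls at 16.0 to 26.9. Whether that raised the count was not tested. The 7188 genes against T-ALL were 10903 with each probe set tested on its own, where more features were tested, 5040 at 0.01 and 6608 to 9541 under the other planned settings with all arrays, 6331 by SAM-type calls at 0.01, 5703 to 6132 with single nu/nu arrays left out, and 7132 and 7229 without T-ALL 4 and 7. The 301 shared genes were 31 at 0.01 and 90 to 487 with single arrays left out. With an estimated correlation 0 of the 11 lists against control marrow and 9 of the 18 against T-ALL passed. The estimated correlation between members had a median over the lists of 0.227 against control marrow (highest 0.825) and 0.198 against T-ALL (highest 0.789). The preset was 0.01, so for most lists it took members as less correlated than the arrays showed, which gives smaller p-values. Other settings gave 9 to 12 and 13 to 20 lists, and with arrays left out they numbered 10 to 15 and 17 to 20. Lmo2 ranged from -0.14 to 0.17 against control marrow, never past the threshold, and from 1.69 to 2.01 against T-ALL, always past it. Replicate numbers did not pair the arrays: deviations of same-numbered arrays correlated at 0.30, 0.08 and -0.10 (control) and -0.08, -0.02 and 0.02 (T-ALL), and own numbers correlated best only for number 1 with control. With the number as a block 1 gene passed against control marrow, 3775 against T-ALL and 1 in both; the block uses fewer arrays and leaves fewer degrees of freedom. Of named genes called against control marrow, 23 of 57 kept their call with each array left out and 0 under every setting; against T-ALL 110 of 115 kept it with each nu/nu array left out and 101 under every setting; of the T-ALL arrays only 4 and 7 were left out. Of the list calls, 10 of 11 were kept with each marrow array left out, and 17 of 18 against T-ALL with each nu/nu array left out. Signal over background was not known, which limits what dim genes can show.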

Other observations

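The splits of the arrays and the count of genes in the test for cells like those of thymic T-ALL were planned before their results were seen; the other tests below, and the genes of the first paragraphs, were chosen only after the values were seen.

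Some single genes of no tested list, Lig4, Xrcc6, Foxo1 and Sox4, were lower in nu/nu leukemia than in both other groups. Lig4, the ligase that joins broken DNA ends, was lower than in control marrow by -1.42 ± 0.17 (log2 ± SE, limma adjusted p = 0.0101, n = 3 and 4) and lower than in T-ALL by -2.89 ± 0.18 (7.51e-08). Xrcc6, the Ku70 subunit that binds broken ends, was lower by -1.27 ± 0.22 (0.0259) and -3.79 ± 0.18 (4.12e-09). Xrcc5 (Ku80) and Prkdc were lower than in T-ALL, by -2.34 and -1.19, as was Dntt of the V(D)J and B-cell lineage lists, by -4.31 (0.000224). Against control marrow Xrcc5 had -0.20 (0.755), Prkdc -0.53 (0.196) and Dntt -1.91 (0.0716). There Dntt did not pass over all genes, though it passed with p adjusted over the V(D)J list alone. The transcription factor genes Foxo1 and Sox4, both active in early lymphocytes, were lower than in control marrow by -1.25 ± 0.10 (0.00610) and -1.42 ± 0.17 (0.00946). The B-cell lineage list had a median of -2.04, a call lost with an estimated correlation (camera adjusted p = 0.279), so loss of B-lineage cells is not set apart from a change within the leukemic cells.

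Among the 294 genes that rose over control marrow, some on no tested list are given singly, which tests no group of genes: Ctla4, an inhibitory receptor, rose by 1.79 ± 0.26 (limma adjusted p = 0.0156), Icos, a costimulatory receptor, by 1.25 ± 0.21 (0.0227), Tigit, an inhibitory receptor of T and NK cells, by 1.61 ± 0.24 (0.0174) and the granzyme gene Gzmk by 1.84 ± 0.39 (0.0470). The fixed NK and cytotoxic list did not pass against control marrow, with 1 of 14 members higher and 1 lower (camera adjusted p = 0.142). Against T-ALL, Tigit (1.39 ± 0.37, 0.00983) and Gzmk (1.90 ± 0.28, 0.000151) were also higher, while Ctla4 (0.11, 0.930) and Icos (-0.26, 0.771) did not pass. H2-Q5, a class I histocompatibility gene, was higher than in both groups, by 1.74 ± 0.18 and 1.76 ± 0.23. Vmn2r96, a vomeronasal receptor gene, had 9.10 ± 0.14 in nu/nu leukemia, 5.31 ± 0.07 in control marrow and 6.38 ± 0.84 in T-ALL, and 0 of its 10 nearest measured genes passed the test by limma (median 0.05). How these single genes change when an array is left out was not run.

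The first pattern weighed is that ETP-ALL high genes stood above thymic T-ALL in nu/nu leukemia, by a median of 2.23. The tables argue against a rise over healthy marrow in the leukemic samples as its source. The list differed from control marrow by a median of 0.00825. The bound was 0.71, 2 standard errors over the genes of this difference and the T-ALL difference combined. Control marrow itself stood above T-ALL by a median of 1.83. This is consistent with marrow cells that nu/nu leukemia samples and control marrow share as a candidate source of the difference. Whether the marrow cells were sorted is not given in the sources used here, but neutrophil genes were as high in these samples as in control marrow (list means 12.23 and 12.16), with 0 of 22 members past the threshold by limma. A part played by Lmo2 in the leukemic cells, or a batch of the re-used T-ALL arrays, stays open and cannot be told apart from tissue in this design.

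The other pattern is that the T-cell identity list stood above control marrow, with 6 of 27 members higher and 1 lower past the threshold. The call of that list was lost with an estimated correlation (camera adjusted p = 0.296), which limits the pattern itself. A smaller share of erythroid and B cells would raise all other types alike. Of 7 lists of other cell types, 2 lay below the T-cell identity median of 0.56 by more than 2 standard errors over the genes and over the arrays. They were megakaryocyte (gap 1.66, bound 0.545, and over the arrays 1.73, exact permutation p = 0.0286) and stroma (gap 1.23, bound 0.572, and over the arrays 1.42, exact permutation p = 0.0286). Both were uneven among the controls and fell themselves, with medians of -1.10 and -0.67, so they cannot show whether the remaining types rose alike. Over the arrays 6 lists lay below it, 5 of them with no overlap between the groups. NK and cytotoxic genes overlapped (0.34, bound 0.309, exact permutation p = 0.143). The 5 held neutrophils (0.60, bound 0.512, exact permutation p = 0.0286, the smallest that 35 splits allow), whose gap over the genes of 0.48 stayed within its bound of 0.53. Over the genes, none of the lists besides megakaryocyte and stroma passed its bound. Whether a smaller share of these cells is the whole source is therefore not decided. For cells like those of thymic T-ALL, at the share of 14.6% that Cd3e gives, 14 of 26 other T-cell genes (53.8%) lay more than 2 SD below the level needed, a narrow majority. With the share set in each nu/nu array, these genes lay below that level by medians of -0.97, -0.89 and -1.02 (2 standard errors, 0.317, 0.260 and 0.315). A share set by Cd3e, with the rest left as control marrow, thus did not account for most of these genes. All of this rests on Cd3e as the reference, which rose more than most of the list, so most genes would lie below its level. The rest of the marrow also changed, with a B-cell lineage median of -2.04. Whether such cells are the whole source is therefore not decided. Mature or extrathymic T cells of another kind, or leukemic cells that carry part of a T-cell program, may also account for the pattern. The series holds 0 arrays of such cells, so these cannot be told apart here.

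Other splits of the same arrays tested whether chance could give as much. Of the 35 splits of the marrow arrays only 1, the real one, called as many as 897 genes (highest other 1). That is the lowest share that 35 splits allow. Of 100 splits of nu/nu leukemia and T-ALL arrays only 1 called 7188 (highest other 7). Of 100 splits of T-ALL and control arrays only 1 called 8661 (highest other 8). Such counts are thus unlikely by chance, within what these numbers of splits can resolve. The other splits mix the groups, which widens the spread within them. For the 301 shared genes 1 of 100 splits reached the count (highest other 1), but the other splits called too few genes to share that many. That test therefore decides nothing. Independent lists would share 169, but both comparisons use the same nu/nu arrays, so 169 is not the number expected without a shared change. The 269 genes in opposite directions exceed the 154 of independent lists as well. Chance cannot be excluded for the numbers of lists past the threshold. Of 35 splits, 10 gave at least the 11 lists seen against control marrow (highest other 13). Of 100 splits, 9 gave at least the 18 seen against T-ALL (highest other 20).

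Sex-linked genes differed within groups, whose labels give no sex. Control 4 had Xist at 5.66 and Kdm5d at 4.93, and nu/nu leukemia 3 had Xist at 5.78 and Kdm5d at 7.73. Xist is the RNA of the inactive X chromosome and Kdm5d lies on the Y chromosome. In control 4 both were low, and its sex-linked list mean of 5.04 lay below the other controls (6.69 to 6.76). Its values give neither a clear male nor a clear female pattern.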
